A study of Mus musculus with 12 samples. Its data were reported in "Hippocampal DNA Methylation in a Mouse Model of Fetal Alcohol Spectrum Disorder That Includes Maternal Separation Stress Only Partially Explains Changes in Gene Expression" (2020).

How the data were processed

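Hippocampal DNA of 4 groups of mice was measured by MeDIP-Seq, with 2 enriched libraries and 1 input library per group. According to the study's methods, the mouse used for the input was another animal of the same group. Submitters' processing notes name HISAT2 2.1.0 for alignment and mm10 as the genome build. Per the study's methods the authors called peaks in each library separately with MACS against the input of its group, at a q-value limit, and assigned peaks to the nearest RefSeq gene. The version of MACS stated there has other output columns than the deposited files, so the exact release remains open.

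The files deposited by the authors hold one row per peak and gene. The deposited q-value column holds −log10 of the q-value and starts at about 5. The deposited fold enrichment is a ratio of the enriched library to the local background, as the authors' caller gave it. The deposited summit tag value is a score: a pileup that was rescaled and rounded, not a read count. Fold enrichment and q-value are the peak's own values as the authors deposited them, and they were used to describe, rank or filter peaks within a list. The tags behind the study's tests of differential methylation were not used here. The presence or absence of a called peak was compared instead, so the counts are not counts of differentially methylated regions. Input libraries had no peak list of their own.

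Relative depth was inferred for each library from the set of whole numbers that occur among the tag values up to 150, which shows the factor by which the caller rescaled the pileup, and from the background shared within a group. This rests on an assumption about how the caller scales, and read totals remained unknown, so no interval from read counts was given. Only the recovery of the rescaling factor was tested on simulated data before use. The background and the depth derived from it were not tested in this way.

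A promoter peak had its summit within 2000 bp of the transcription start site given in the files. Of 14405 start sites checked, 13769 (95.6%) lay within 500 bp of a start in GENCODE M21 for the same gene, and 0 peaks lay past a chromosome end. Whether promoter peaks of a called gene shared a position of at least 1 bp across libraries was checked after the data were examined. Gene features at summits came from the same annotation. A gene was gained with a promoter peak in both treated libraries and neither Control library, and lost in the opposite case. With 2 against 2 libraries no permutation can give a p below 0.333, so counts were also set against 1000 reshuffled sets of calls that kept the totals of every gene and library. The p-values from these 1000 sets are one-sided, for at least as many genes, and were not adjusted for their number. Reshuffling does not keep the likeness of libraries that share an input. In a test on simulated calls for Stress against Control over 2343 genes, planting 60 gained genes among reshuffled calls moved the permutation p of the count from 0.114 to 0.005, the smallest that 200 draws can give. Per-library values were compared with two-sided exact permutation tests, 30 in one family with Benjamini-Hochberg adjustment. Peak overlap was measured with bedtools 2.31.1 at a minimum of 1 bp and tested over all pairings of the libraries. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Replicates are separate libraries. Permutation tests of values per library compare them with the spread between libraries, while Fisher's exact tests of gene lists take genes as their units and hold no spread between libraries.

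Lists of genes (25 in all) and the rule for named genes were fixed before the data were examined. The text names 12 genes singled out by the study. It also names, for each treatment and direction, the 10 genes with the highest value of the smaller of the 2 within-library percentiles of fold, leaving out predicted genes, small RNAs and olfactory or vomeronasal receptors. Up to 4 members per list and up to 10 genes per direction shared by all treatments were added by the same measure. Further genes are named beyond this rule, among them all 8 cytokine and receptor genes gained in Stress and all 6 in Ethanol + stress. Fisher's exact test for gained and lost genes used the 2343 genes with any promoter peak as background, and the test of promoter peaks in any library used all annotated protein-coding genes. The former counts gene names in the files and the latter only members with a protein-coding entry in RefSeq, which leaves out 1 gene each among cytokines, keratins and protocadherins (47 and 46, 27 and 26, and 34 and 33). Of the 47 imprinted genes, 8 have no protein-coding entry and were kept in the denominator as without a peak.

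Alternatives were an equal number of peaks per library (the strongest 22805 by q-value), the upper 50% of each library's peaks, promoter windows of 1000 and 5000 bp, leaving out sex chromosomes and unplaced sequences, leaving out each library, and using replicate numbers as a block. Up to 2456 peaks of a library shared the q-value at the limit for equal numbers. Ties were broken at random with a fixed seed, after a first ordering by peak name was dropped because that order follows genome position. Counts over 50 random orders are given in the closing section. A fixed limit of 10 on −log10 q for the number of peaks was also chosen after the data were examined, since the upper 50% of each library's own peaks leaves the ratio of peak numbers as it was.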

Results

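DNA methylation was profiled in the hippocampus of adult male C57BL/6J mice by MeDIP-Seq, in which an antibody against 5-methylcytosine enriches methylated DNA fragments before sequencing. Mice belonged to 4 groups: Control, Ethanol (prenatal exposure through voluntary maternal drinking of a 10% ethanol solution), Stress (separation from the mother for 3 h per day from postnatal day 2 to 14) and Ethanol + stress (both treatments). Tissue was taken at postnatal day 70. Each group had 2 enriched libraries and 1 input library, so that 8 peak lists were compared. Every enriched library had its peaks called against the input of its own group, so group and input cannot be told apart in any comparison below. A peak marks a region with more reads than the input and is a call of enrichment, not a methylation level. All positions are in mouse genome build mm10.

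The number of peaks ranged from 22805 in Ethanol library 2 to 51747 in Stress library 2, a ratio of 2.27. Control libraries had 25836 ± 2572 peaks (SD, n = 2) and Ethanol libraries 34383 ± 16374 (SD, n = 2). Stress libraries had 45967 ± 8174 peaks (SD, n = 2) and Ethanol + stress libraries 39656 ± 4926 (SD, n = 2). Peaks covered between 14.3 Mb in Ethanol library 2 and 34.9 Mb in Stress library 2. Read totals were not given in the files, but the spacing of the rescaled tag values allowed relative depth to be inferred, and this ranged from 0.846 in Stress library 1 to 1.295 in Control library 2 (mean of all libraries set to 1). Across the 8 libraries the inferred depth and the number of peaks gave Pearson's r = -0.49 (exact permutation p = 0.216, adjusted p = 0.216) and Spearman's rho = -0.33 (exact permutation p = 0.428, adjusted p = 0.428), and r = -0.55 without the 2 libraries farthest from the median depth.

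**Figure D1:**
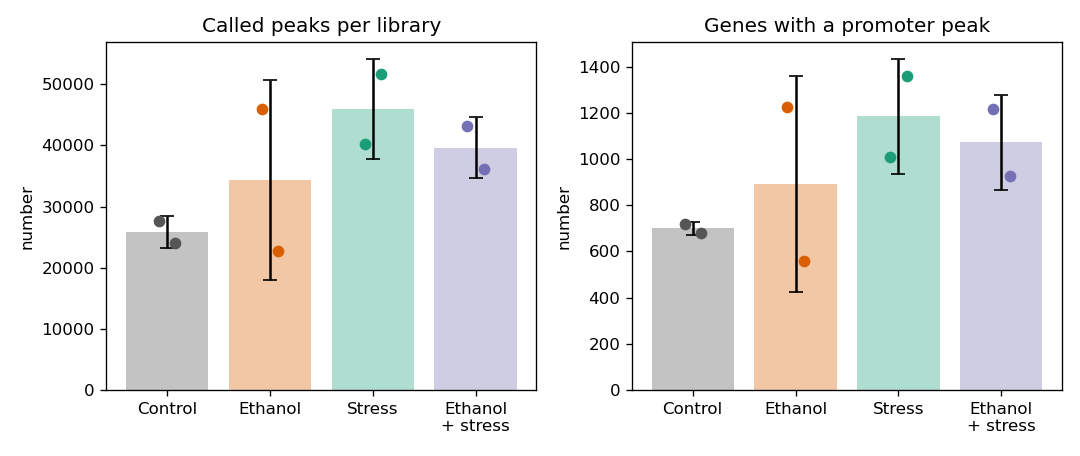
Number of called peaks (left) and number of genes with a promoter peak (right) in each library; bars are group means, error bars the SD of 2 libraries and points the single libraries. The 2 Ethanol libraries lie farthest apart, at 45961 and 22805 peaks, and both Stress libraries lie above both Control libraries.

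Both Stress libraries and both Ethanol + stress libraries had more peaks than either Control library. The Stress mean was higher by 20131 peaks and the Ethanol + stress mean by 13820 peaks (two-sided exact permutation p = 0.333 for each, the smallest that 2 against 2 libraries allow; adjusted p = 0.743 over 30 comparisons). The Ethanol mean was higher by 8547 peaks, with 1 Ethanol library above and 1 below the Controls (exact permutation p = 1). When the 4 libraries from separated mice were set against the 4 from unseparated mice, the mean was higher by 12702 peaks (exact permutation p = 0.114, adjusted p = 0.743). Without Ethanol library 1 the difference was 72.4% of the unseparated mean with an exact permutation p of 0.0286, so whether it passed depended on 1 library. The libraries with and without prenatal ethanol differed by 1118 peaks (exact permutation p = 0.914). Whether separation acted differently with and without ethanol was also tested, and the contrast of 7429 peaks did not pass (exact permutation p = 0.371).

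On average, peaks of 2 libraries from one group shared more sequence than peaks of libraries from different groups, but not by more than chance pairing gave. The mean Jaccard index, the shared length over the joint length, was 0.381 within groups and 0.360 between groups. It was 0.424 for the Control pair, 0.415 for the Stress pair and 0.404 for the Ethanol + stress pair, while the Ethanol pair had 0.281, below 23 of the 24 pairs from different groups. Over all ways to pair the 8 libraries, the real pairing had an exact p of 0.143. Without Ethanol library 1 the difference increased from 0.0211 to 0.0694, with an exact p of 0.00952. Of 91176 merged regions, 35277 (38.7%) had a peak in 1 library and 8901 (9.76%) in all 8. Ethanol library 2 overlapped the others least, with a mean index of 0.294 against 0.359 to 0.393 for the other 7 libraries.

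**Figure D2:**
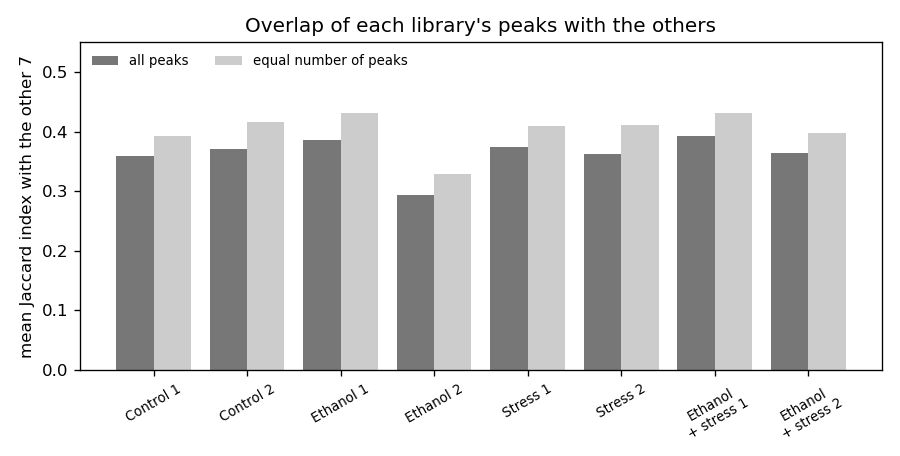
Mean Jaccard index (shared over joint length, no unit) of each library's peaks with those of the other 7 libraries, with all peaks (dark) and with the strongest 22805 peaks of each library (light). Ethanol library 2 has the lowest value under both, 0.294 and 0.328.

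A promoter peak was defined as a peak with its summit within 2000 bp of a transcription start site, and 2343 genes had one in at least 1 library. Promoters of germline genes, imprinted genes and clustered protocadherins carried peaks most often among the 25 gene lists. Of 52 germline genes, 33 (63.5%) had a promoter peak, against 10.6% of all annotated protein-coding genes (Fisher's exact test, odds ratio 14.8, adjusted p = 1.43e-18). Of 57 clustered protocadherins, cell adhesion genes of neurons, 33 (57.9%) had one (Fisher's exact test, adjusted p = 4.13e-17). Of 47 imprinted genes, 23 (48.9%) had one (Fisher's exact test, adjusted p = 2.80e-10). Cytokines and their receptors followed at 21.5% of 214 genes (Fisher's exact test, adjusted p = 1.51e-05), and keratin and epidermal families at 18.1% of 144 genes (adjusted p = 0.0259). Olfactory and vomeronasal receptors had promoter peaks less often than protein-coding genes as a whole, at 4.78% of 1463 genes (Fisher's exact test, adjusted p = 2.05e-15). These tests were added after the data were examined, on lists fixed before.

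The other lists did not pass after adjustment. Purinergic receptors had promoter peaks at 5 of 15 genes (Fisher's exact test, adjusted p = 0.0577), the stress axis at 7 of 32, and ethanol and retinoid metabolism at 7 of 47. Among lists of neuronal function, voltage-gated calcium channels had 4 of 26, glutamate receptors 3 of 26, GABA receptors 1 of 21 and neuron migration genes 7 of 60. Among chromatin lists, histone and arginine methyltransferases had 1 of 51, PRC1 and TFIID subunits 1 of 36 and the DNA methylation machinery 1 of 24. Circadian clock genes had 0 of 25, Hox genes 0 of 39 and housekeeping genes 1 of 38. Cell type markers had 3 of 24 for neurons, 2 of 12 for astrocytes, 4 of 16 for oligodendrocytes, 2 of 17 for microglia and 4 of 18 for vascular and choroid plexus cells.

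**Figure D3:**
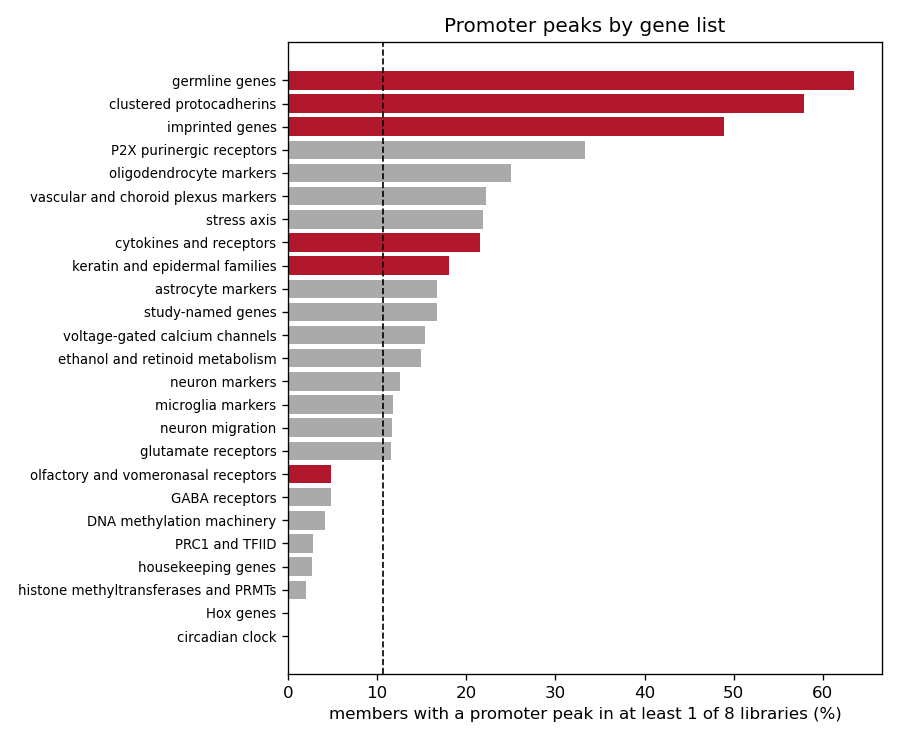
Percentage of the members of each gene list with a promoter peak in at least 1 of the 8 libraries; the dashed line marks all protein-coding genes (10.6%) and red bars have an adjusted Fisher's exact p under 0.05. Germline genes reach 63.5%, clustered protocadherins 57.9% and imprinted genes 48.9%.

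A set of 228 genes (9.73%) had a promoter peak in all 8 libraries. It held 16 of the 33 germline genes with any promoter peak, where 3.21 would come from their share (Fisher's exact test, odds ratio 9.31, adjusted p = 2.52e-07), among them the meiotic genes Dazl, Sycp1, Sycp2 and Sycp3. At Dazl, a germ cell RNA-binding protein, the peak lay on chromosome 17 from 50293219 to 50294140, with a summit 74 bp upstream of the transcription start site and a fold enrichment between 25.9 and 67.7. At Sycp1, a component of the synaptonemal complex, the peak lay on chromosome 3 from 102935127 to 102936412 in the UTR, with a fold between 11.3 and 30.1. The imprinted genes in this set included Mest, Peg10, Nnat and Gnas. At Mest the peak lay on chromosome 6 from 30737731 to 30738633 in the UTR, with a fold between 13.04 and 28.3. Imprinted genes as a list had 7 of 23 in the set (Fisher's exact test, adjusted p = 0.0592).

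The first comparison asked which promoters differed after prenatal ethanol alone. A gene was called gained when both treated libraries and neither Control library had a promoter peak, and lost in the opposite case. Ethanol gave 61 gained and 28 lost genes. The gained genes with the strongest peaks included Palm3, Mab21l2, Clec2f, Pllp, Pgc, Ido2, Rhov, Alox12, Tec and Ube2d2b. At Palm3 the peak lay in an intron on chromosome 8 from 84022428 to 84023159, with folds of 12.3 and 16.6 in the 2 Ethanol libraries. At Mab21l2 it lay in a coding exon on chromosome 3 from 86547263 to 86548381, with folds of 13.3 and 8.40. Among lost genes, Obox6, a homeobox gene, had the strongest Control peak, in an intron on chromosome 7 from 15836954 to 15838278, with folds of 17.4 and 16.5. Arap1, AU018829, Zfpm1, Snx3, Hirip3, Serpina3k, Gpx8, Igfbp4 and Lgsn followed. In Control libraries 1 and 2 the Obox6 summits lay 1984 and 1968 bp from the start site, near the limit of the promoter window. Those of Arap1 lay at 1955 and 1980 bp. When the strongest 22805 peaks of each library were used, 26 of all 61 gained and 19 of all 28 lost genes kept their call. Such trimming adds no peak to any library. A lost call therefore ended only where a Control peak was removed, and a gained call only where a treated peak was. The genes named here were chosen for strong peaks, which favours them in this setting, and 6 of the 10 gained and all 10 lost kept it, without Rhov, Alox12, Tec and Ube2d2b. Peaks tied at that limit were drawn at random, and Rhov and Tec kept the call in 15 and 18 of 50 random orders.

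By list, 3 of 47 cytokine and receptor genes with any promoter peak were gained in Ethanol, namely Cxcl1, Ccl1 and Il12a (Fisher's exact p = 0.122, adjusted p = 1). Cyp26c1, an enzyme that clears retinoic acid, was gained with folds of 10.6 and 6.46, in a coding exon on chromosome 19 from 37686296 to 37686939. Zrsr1, an imprinted gene, was gained with folds of 9.80 and 5.54. Olfr212, Olfr315 and Olfr214 were the 3 gained members of the 70 olfactory and vomeronasal receptors. Grin2d, an NMDA receptor subunit, was lost, with Control folds of 6.89 and 9.84 and a peak in the UTR on chromosome 7 from 45866828 to 45867512 (1 of 3 glutamate receptors, Fisher's exact p = 0.0354, adjusted p = 1). Krt2 was the 1 lost member of 27 keratin and epidermal genes. Under equal numbers of peaks, Cxcl1, Cyp26c1, Zrsr1, Olfr315 and Grin2d kept their call and Ccl1, Il12a, Olfr212, Olfr214 and Krt2 did not, although the calls of Olfr315 and Olfr212 turned on tied peaks and held in 17 and 16 of 50 random orders.

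The number of Ethanol genes was what reshuffled promoter calls gave. When calls were exchanged among libraries 1000 times with the totals of each gene and library kept, 61.5 gained (95% range 50 to 74) and 24.4 lost genes (95% range 16 to 34) came on average, with permutation p = 0.563 and 0.240. With the strongest 22805 peaks of each library, gained genes numbered 32 and lost genes 47, so the larger side changed. Without Ethanol library 1 the counts were 176 and 186, and without Ethanol library 2 gained genes numbered 517.

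The second comparison asked which promoters differed after separation stress alone. Stress gave 212 gained and 25 lost genes. The gained genes with the strongest peaks were Tacc2, Pramel1, Pkn3, Cldn16, Plekhg1, Matn1, Clec2f, Cxcl1, Alppl2 and Spatc1l. At Tacc2 the peak lay in an intron on chromosome 7 from 130691172 to 130691810, with folds of 13.8 and 15.4. At Cxcl1, a chemokine, it lay in the UTR on chromosome 5 from 90892749 to 90893308, with folds of 10.2 and 11.2. The lost genes included Obox6, AU018829, Hirip3, Nat3, Krtap5-3, Lsp1, Zan and Mroh5, together with Eomes, a T-box transcription factor, and Sst, the neuropeptide somatostatin. At Eomes the Control peak lay in an intron on chromosome 9 from 118479905 to 118480450, with folds of 8.57 and 8.48. At Sst it lay upstream on chromosome 16 from 23892551 to 23893033, with folds of 7.31 and 7.30 (1 of 3 neuron markers, Fisher's exact p = 0.0317, adjusted p = 1). With equal numbers of peaks, 42 of all 212 gained and 22 of all 25 lost genes kept their call. Among them were the 10 gained and 10 lost genes named in this paragraph, which were chosen for strong peaks. The Control libraries were cut from 27655 and 24017 peaks to 22805, and the Stress libraries from 40187 and 51747. Lost calls were thus likely to be kept, and gained calls to end, by construction. The kept lost calls are therefore no sign of robustness.

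By list, 8 of 47 cytokine and receptor genes were gained in Stress where 4.25 would come from their share, namely Ccl22, Ccr6, Cxcl1, Cxcr3, Kitl, Lta, Pf4 and Tnf (Fisher's exact p = 0.0676, adjusted p = 1). At Tnf the peak lay in an intron on chromosome 17 from 35200883 to 35201831, with folds of 8.80 and 8.64. Clustered protocadherins had 5 gained members of 34, among them Pcdha2, Pcdhb7, Pcdhb22 and Pcdhgb6, each with a peak in a coding exon on chromosome 18 (Fisher's exact p = 0.227, adjusted p = 1). Imprinted genes had 3 of 23, namely Cdkn1c, a cyclin-dependent kinase inhibitor, Kcnq1 and Zrsr1. Germline genes had 3 of 33, namely Boll, Fthl17 and Tuba3a, and olfactory receptors 7 of 70, among them Olfr221, Olfr315, Olfr550 and Olfr691. Cacna1h among calcium channels, Grm4 among glutamate receptors, Ntn1 among neuron migration genes and Cyp26c1 were each the 1 gained member of their list. Most of these calls ended with equal numbers of peaks: of the 30 gained list members, 7 kept the call, namely Ccr6, Cxcl1, Pf4, Pcdhb7, Tuba3a, Olfr315 and Cyp26c1. Tnf, all 3 imprinted genes, Cacna1h, Grm4 and Ntn1 were among those that did not, and the 1 glutamate receptor then called was Grin2d, as lost.

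Stress counts were above those from reshuffled calls in both directions. Reshuffling gave 172.1 gained genes (95% range 153 to 191) and 11.7 lost genes (95% range 6 to 18), each with permutation p = 0.001, the smallest that 1000 draws can give. With the strongest 22805 peaks of each library, gained genes numbered 56 and lost genes 71, against 37.2 (permutation p = 0.003) and 38.3 (p = 0.001) from reshuffling. The share of gained genes thus moved from 89.5% to 44.1%. Libraries of a group also share an input, and reshuffling does not keep that likeness, so these p-values compare the libraries rather than the treatments.

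The third comparison asked which promoters differed after both treatments. Ethanol + stress gave 135 gained and 16 lost genes. The gained genes with the strongest peaks were Clec2f, Fam19a2, Casq1, Cthrc1, Cytip, Galnt4, Pgc, Gsdmcl1, Mmp28 and Bckdhb. At Casq1, a calcium-binding protein of muscle, the peak lay in a coding exon on chromosome 1 from 172219373 to 172219984, with folds of 9.61 and 8.97. At Cytip it lay in a coding exon on chromosome 2 from 58159605 to 58160252, with folds of 9.21 and 11.2. The lost genes included Obox6, Lsp1, Gpx8, Cdhr5, Mroh5, Edn2, Col6a3, Cd209b and Oas3, and Igfbp4, a binding protein of insulin-like growth factors. A gene call needs a promoter peak in both libraries but not at the same position. At Igfbp4 the peaks of the 2 Control libraries lay apart, from 99042879 to 99043358 and from 99042087 to 99042576 on chromosome 11, and at Col6a3 they lay apart too. Equal numbers of peaks again removed fewer peaks from the Controls than from the treated libraries. They left the call at 43 of all 135 gained and 11 of all 16 lost genes. Of those named here, chosen for strong peaks, all 10 gained and 9 of the 10 lost genes kept it, all but Oas3, and the call of Edn2 held in 26 of 50 random orders of tied peaks. The 2 libraries shared a position at 53 of 61 gained and 26 of 28 lost genes in Ethanol, 201 of 212 and 24 of 25 in Stress, and 128 of 135 and 14 of 16 in Ethanol + stress.

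By list, 6 of 47 cytokine and receptor genes were gained in Ethanol + stress where 2.71 would come from their share, namely Ccl1, Ccr6, Ccrl2, Il5, Il20 and Tnfrsf1a (Fisher's exact p = 0.0501, adjusted p = 1). At Il5 the peak lay in an intron on chromosome 11 from 53721360 to 53721934, with folds of 7.82 and 7.51. Cdkn1c and Zrsr1 were gained among 23 imprinted genes, and Mael, Tex101 and Tuba3a among 33 germline genes. Pcdha2 and Pcdhb7 were gained among 34 protocadherins, Olfr215, Olfr279, Olfr315 and Olfr550 among 70 olfactory and vomeronasal receptors, and Cyp26c1 among 7 genes of ethanol and retinoid metabolism. Eef2, a translation elongation factor, was lost, with Control folds of 6.45 and 5.54 (Fisher's exact p = 0.00683, adjusted p = 1), and it was the 1 housekeeping gene with a promoter peak. Of the 18 gained list members, 7 kept the call with equal numbers of peaks, namely Ccr6, Il5, Cdkn1c, Pcdhb7, Olfr215, Olfr550 and Cyp26c1, as did the lost Eef2, while Ccl1, Ccrl2, Il20, Tnfrsf1a, Zrsr1, Mael, Tex101 and Tuba3a were among those that did not. Over the 3 treatments and both directions, 150 list tests were made with Fisher's exact test. None passed at an adjusted p under 0.05, and 3 had an unadjusted p under 0.05.

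The Ethanol + stress counts with all peaks were what reshuffling gave, 134.8 gained (95% range 118 to 151, permutation p = 0.498) and 15.8 lost genes (95% range 9 to 23, p = 0.531). With the strongest 22805 peaks of each library, gained genes numbered 52 and lost genes 40, against 40.3 (permutation p = 0.028) and 36.3 (p = 0.281), and the share of gained genes moved from 89.4% to 56.5%. The calls in all 3 treatments also depended on the promoter window. Of the 60 calls of genes named for the strongest peaks, 17 held with a window of 1000 bp and 38 with 5000 bp. Obox6, Clec2f and Palm3 were called under neither. Some named summits lay near the limit of the window used. They lay at 1914 and 1988 bp for Eomes and -1889 and -1987 bp for Sst in the Control libraries. For Plekhg1 in the Stress libraries they lay at -1978 and -1994 bp. Others lay well inside, such as Pramel1 at 97 and 27 bp. A wider window only adds peaks. A call that ended at 5000 bp thus had a peak farther out in a library counted as without one. Whether that was the same peak was not checked.

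**Figure D4:**
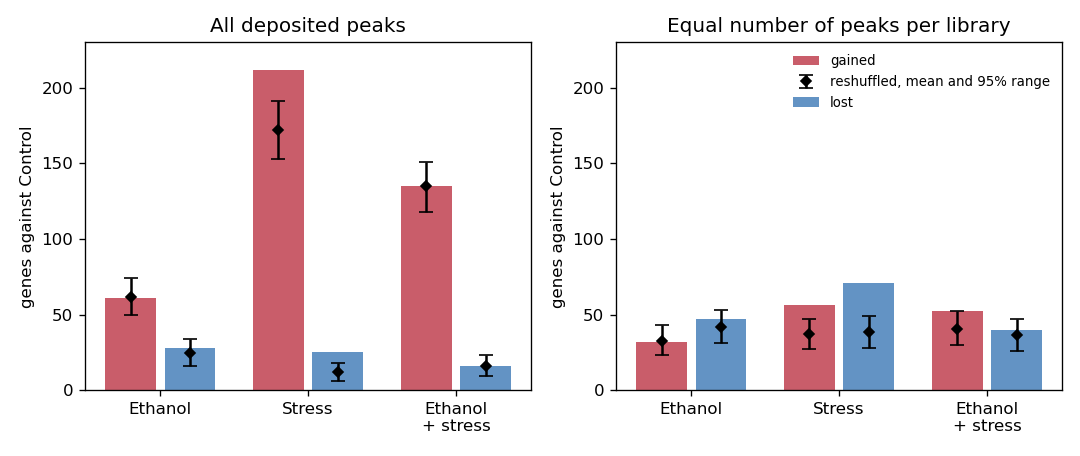
Number of genes with a promoter peak gained (red) or lost (blue) against Control for each treatment, with all deposited peaks (left) and with the strongest 22805 peaks of each library (right); diamonds and bars give the mean and 95% range of 1000 reshuffled sets of calls. Stress has 212 gained and 25 lost genes with all peaks, and 56 and 71 with equal numbers.

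Some genes were called in more than 1 treatment. Stress and Ethanol + stress shared 59 gained genes, Ethanol and Stress 23, and Ethanol and Ethanol + stress 19. All 3 comparisons used the same Control libraries, and reshuffled calls shared 49.6, 26.9 and 23.7 genes (permutation p = 0.073, 0.823 and 0.883), while independent lists would share 12.2, 5.52 and 3.51. Among lost genes, Ethanol and Stress shared 10, Ethanol and Ethanol + stress 8, and Stress and Ethanol + stress 6, where reshuffling gave 4.33, 5.51 and 3.53 (permutation p = 0.014, 0.193 and 0.149) and independent lists 0.299, 0.191 and 0.171. These pairs, in the same order and with the strongest 22805 peaks of each library, shared 31, 14 and 25 lost genes, against 15.2, 14.8 and 13.7 from reshuffling (permutation p = 0.002, 0.632 and 0.003), and 10, 8 and 15 gained genes, against 7.44, 8.01 and 8.75 (permutation p = 0.203, 0.548 and 0.022). The 2 Control libraries were not split between comparisons, which would leave 1 for each. Part of any excess over independent lists may come from their being shared, and reshuffled calls shared them too. An excess over reshuffling may still come from a likeness of the 2 Control libraries, which have a common input. That was not tested.

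A promoter peak was gained in all 3 treatments at 14 genes and lost in all 3 at 5 genes. Gained genes included Clec2f, Palm3, Pgc, Mab21l2, Rassf4, Fh1, Plcd3, Zrsr1, Cyp26c1 and Tlr9, the receptor for unmethylated CpG DNA. At Tlr9 the Ethanol library 1 peak lay in a coding exon on chromosome 9 from 106223527 to 106224892, with folds of 13.7 and 6.13 in the Ethanol libraries. Obox6, Mroh5, Col6a3, Cd209b and Eif2ak1, a kinase that acts on translation initiation, were lost. Reshuffled calls gave 14.8 gained (permutation p = 0.636) and 2.01 lost genes (p = 0.041). With the strongest 22805 peaks of each library, 4 genes were gained and 13 lost in all 3 treatments. Of the genes found with all peaks, 3 gained genes (Clec2f, Cyp26c1 and Mab21l2) and 4 lost genes (Cd209b, Col6a3, Mroh5 and Obox6) were among them, and Tlr9, Palm3, Pgc and Zrsr1 were not. Lost calls are kept more readily in this setting. Clec2f and Obox6 were called under neither other promoter window, and the Control peaks at Col6a3 lay apart.

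When all libraries were used by factor, 1 gene, Tec, had a promoter peak in all 4 libraries with prenatal ethanol and none of the 4 without, and 2 genes, Igfbp4 and Nr1h2, had the opposite pattern. When equal numbers of peaks were used, the 1 gene was Pgc, and Tec, Igfbp4 and Nr1h2 did not meet the pattern. Separation set 9 genes apart, each with a promoter peak for the gene in all 4 libraries from separated mice and in none of the other 4. These were Ccr6, Dnahc6, Gsdmcl1, H1foo, Lbp, Lsm10, Mmp28, Pcdha2 and Prkcd, named here after their values were seen. At 8 of them the 4 peaks shared a position, while at Ccr6 the peak began at 8235022 on chromosome 17 in Stress library 1 and at 8245266 in Ethanol + stress library 1. With equal numbers of peaks 5 genes had this pattern, and Ccr6 was the 1 gene found under both settings. Reshuffled calls gave 10.6 such genes with all peaks (permutation p = 0.752) and 2.16 with equal numbers (permutation p = 0.062). In the unseparated libraries alone, 0 genes were marked with all peaks and 3 with equal numbers, 4833427G06Rik, Cdhr5 and Slc26a4, where reshuffling gave 1.51 (permutation p = 0.186).

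Of 12 genes that the study named, which it chose on these samples, 2 had a promoter peak in any library. Slc2a9, a urate and hexose transporter, had one in Ethanol library 1 and Ethanol + stress library 2, in an intron on chromosome 5 from 38485011 to 38485508 with a fold of 8.54. Mark2, a microtubule affinity-regulating kinase, had one in Control library 2 and Ethanol + stress library 2, in an intron on chromosome 19 from 7340644 to 7341214 with a fold of 8.19. Each position and fold given is that of 1 library. The Slc2a9 peak does not overlap the region that the study reported as hypomethylated after ethanol, and both libraries with it came from ethanol-exposed mice. The Mark2 peak does overlap the region that the study reported as hypomethylated after stress. Blvrb, Eif4g1, Myo6, Arpp21, Rab33b, Slc39a11, Dlg3, Pinx1, Slu7 and Unc119 had no called promoter peak in any of the 8 libraries, which does not show that these promoters were unmethylated. Overlap with the study's regions is given only for Slc2a9 and Mark2. For Arpp21 the study listed 2 promoter regions far apart on chromosome 9. The nearest of 61 peaks annotated to Arpp21 here lay 20976 bp from the start site. The study's start sites may thus differ from those used here, which was not tested.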

Values the study reported

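From promoter differentially methylated regions, the study reported 1,264 genes for ethanol, 1,472 for stress and 958 for ethanol + stress. Of the genes in the stress group, 73% were reported as hypomethylated. That share rests on differentially methylated regions, whereas called peaks were compared as present or absent here, so the measures differ. With all peaks Stress gained more promoter genes than it lost, the other direction, and with equal numbers of peaks it lost more. The study gave 120 genes for all treatments together, with 85 hypomethylated and 19 hypermethylated in each of them.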

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

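The tests of the number of peaks and of sequencing depth, the test of fold at shared peaks, and the reshuffling and positions of the 8 genes below, were chosen after the results were seen; the tests of regrouped libraries and of CpG content were planned before. At 8 genes, the promoter call changed in one direction with prenatal ethanol in unseparated mice and in the opposite direction in separated mice, in every library. Epha2, Olfr212 and 4922501C03Rik had the peak in the Ethanol and Stress libraries, and Arhgef15, Hirip3, Tmem5, AU018829 and 2410131K14Rik in the Control and Ethanol + stress libraries. Of the 35 ways to divide the 8 libraries into 4 and 4, 7 gave at least 8 such genes and the highest other gave 36, so these divisions do not exclude chance. Reshuffled calls gave 3.76 such genes (permutation p = 0.034). There were 9 such genes with the strongest 22805 peaks of each library, against 3.55 from reshuffling (permutation p = 0.007), and 2 of the 35 divisions gave as many, with 11 as the highest other. These permutation p-values are one-sided and unadjusted. Both libraries of a group stay on one side here, and reshuffling does not keep the likeness that a common input may give. The p-values thus compare libraries and do not show an interaction of the treatments. Only 4922501C03Rik and Arhgef15 were among the genes of both settings, and at AU018829 the 4 libraries' peaks did not share a position.

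Stress libraries gained far more promoter genes than they lost, at 212 and 25. With the strongest 22805 peaks of each library the gained share was 44.1% (Wilson 95% interval 35.8 to 52.8, which treats genes as independent). The direction thus went with the number of peaks per library. Trimming brings gained and lost counts near each other by construction, and reshuffled calls then gave 37.2 and 38.3. It would also remove peaks that a treatment had added, so it cannot tell what caused the larger number in Stress. The observed gained and lost counts both stayed above those from reshuffling. A biological difference from separation stays open and untested, since the input differs between the groups too.

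Libraries differed by a ratio of 2.27 in their number of peaks. The inferred depth gave a negative rho of -0.33 (exact permutation p = 0.428), whereas depth as the cause needs a positive one. By the rule written after the results were seen, this sign goes against depth. The CpG content of peaks, a measure of the strength of enrichment, gave rho = 0.67 (exact permutation p = 0.0831), short of the bound set beforehand. With 8 libraries both values lay within chance, so neither explanation is settled. An effect of separation may also contribute and remains open.

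Ethanol library 2 overlapped the others least. Its inferred depth of 1.10 was not the lowest, since 5 other libraries lay at or below it, which argues against depth. Its mean CpG content of 1.98 per 100 bp lay within the range of the other 7 libraries (1.96 to 2.15), which by the bound set beforehand argues against weaker enrichment of methylated DNA. That value was near the low end, with only Ethanol + stress library 2 below it, so the bound decides little. At peaks shared with Ethanol library 1 its median log2 ratio of folds was -0.56, against -0.11 to 0.27 for the other pairs with a common input. Over all its peaks the median fold was the lowest of all libraries, at 6.97 against 7.47 to 8.22. Its highest fold was the lowest too, at 81.3 against 147.6 to 220. A lower enrichment may therefore contribute, but these measures of fold were chosen after their values were known and conflict with the one set beforehand. No biological explanation was tested.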

How the results depend on the processing

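The random orders for tied peaks and the fixed limit on −log10 q were chosen after the data were examined. With the strongest 22805 peaks of each library, gained and lost genes numbered 32 and 47 in Ethanol, 56 and 71 in Stress, and 52 and 40 in Ethanol + stress; ties fall at the limit, and over 50 random orders the Stress counts ran from 54 to 58 and from 67 to 75, with a gained share of 42.2% to 45.2%. The gained share ran from 37.5% to 43.8% in Ethanol and from 54.3% to 59.1% in Ethanol + stress. Of the genes gained and lost with all peaks, 26 and 19 in Ethanol, 42 and 22 in Stress, and 43 and 11 in Ethanol + stress were among those with equal numbers. Under equal numbers 0 genes were marked only without prenatal ethanol, 5 only with and 3 only without separation, and 4 were gained and 13 lost in all treatments. The upper 50% of peaks gave 33 and 12 in Ethanol, 114 and 12 in Stress, and 68 and 8 in Ethanol + stress, 0 only without prenatal ethanol, 2 only with separation, and 7 gained and 3 lost in all treatments. Promoters within 1000 bp gave 19 and 11, 92 and 10, and 61 and 8, with 0 only with and 0 only without prenatal ethanol, 5 only with separation, and 7 gained and 2 lost in all treatments. Promoters within 5000 bp gave 155 and 62, 572 and 54, and 366 and 26, with 33 only with separation and 35 gained in all treatments. Fewer or more peaks enter under these settings by construction, and the cause of the change of side under equal numbers is weighed above. Equal numbers remove more peaks from most treated libraries than from the Controls, so lost calls are kept more readily than gained ones. Of the 60 calls of genes named for the strongest peaks in each treatment and direction, 55 held with equal numbers, 36 with the upper 50%, 17 within 1000 bp, 38 within 5000 bp and 60 without sex chromosomes. Leaving out sex chromosomes moved no count by over 1.5 times.

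Leaving out each library in turn leaves a group with 1 library and so gives a looser call, without a test. Gained genes then ranged from 100 to 517 in Ethanol, 301 to 663 in Stress and 210 to 513 in Ethanol + stress. Lost genes ranged from 41 to 186, 52 to 122 and 29 to 120. Genes only with prenatal ethanol ranged from 1 to 8, only without from 2 to 5, only with separation from 9 to 42 and only without from 0 to 1, and genes gained and lost in all treatments from 15 to 47 and from 5 to 54. For peak numbers, the difference by separation ranged from 31.5% to 72.4% and that by prenatal ethanol from -7.13% to 20.9%, so the latter changed sign. The within-group excess of the Jaccard index ranged from 0.0025 to 0.0694. It passed the test without Ethanol library 1 and in no other of these settings, and the cause was not tested. The fixed limit of 10 on −log10 q gave 40.9% for separation. Fisher's exact tests of gene lists among gained and lost genes, 150 per setting, gave 0 at an adjusted p under 0.05 with all peaks, equal numbers, the upper 50% and both other promoter windows; at an unadjusted p under 0.05 there were 3, 3, 1, 4 (1000 bp) and 7 (5000 bp).

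Replicate numbers did not pair the libraries: differences between libraries 1 and 2 correlated across genes from -0.04 to 0.07 over the 6 pairs of groups. With the replicate number as a block, gained and lost counts were the same by construction (212 and 25 in Stress), the difference in peaks by separation stayed at 42.2% (exact p = 0.167), and the excess of the Jaccard index was 0.0209 (exact p = 0.208). Read totals are unknown, and 2 libraries per group limit every comparison.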

Other observations

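The tests of regrouped libraries in this part were planned before the data were examined. The numbers of promoter genes set apart by prenatal ethanol, by separation and by all treatments together were each reached by at least 5% of the other groupings of the 8 libraries. Prenatal ethanol set 3 genes apart, and 25 of the 35 divisions into 4 and 4 gave as many, with 36 as the highest other. Separation set 9 genes apart, and 5 of 35 divisions gave as many, again with 36 as the highest other; with the strongest 22805 peaks of each library it set 8 apart, and 4 of 35 gave as many, with 11 as the highest other. Of the 28 choices of 2 libraries, 13 gave at least the 19 genes that set the Controls apart from all treatments, with 45 as the highest other. Chance is not excluded for any of the 3.

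Prenatal ethanol set 114 regions apart (24 of 35 divisions gave as many, the highest other 1159), separation 378 regions (4 of 35, the highest other 1159) and all treatments together 635 regions (12 of 28, the highest other 2047). The division with 1159 regions set both Control libraries, Ethanol library 2 and Ethanol + stress library 2, the 4 libraries with the fewest peaks, against the 4 with the most. With all peaks, the highest division thus matched the order of the libraries by their number of peaks rather than a treatment. With equal numbers of peaks the same division was still the highest, at 236 regions against 155 for separation. The number of peaks is therefore not shown to be what this division follows.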
